A study of Homo sapiens with 9 samples. Its data were reported in "Transposon-activated POU5F1B promotes colorectal cancer growth and metastasis" (2022).

How the data were processed

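Poly(A) RNA of HT29 cells was sequenced by the authors with a stranded library protocol, 3 libraries for each of the GFP, OCT4 and POU5F1B transgenes. The authors mapped the reads to hg19 with hisat2, handled alignments with samtools, and obtained the deposited counts with featureCounts on genes and transposable elements together, using uniquely mapped reads only. The deposited values are raw, whole-number read counts per Ensembl gene identifier, with no normalization. The strand setting and the annotation release were not stated. Reads of a transgene carry the sequence of its gene and can also be counted at a near-identical copy, which affects POU5F1, POU5F1B and their pseudogenes.

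Groups and replicate numbers were taken from the sample labels, where replicates 1 to 3 occur in each group, and this shared numbering is the source of the pairing. Total counts per library ranged from 19756305 to 26038101. Of 63677 identifiers, 43631 (68.5%) matched a gene symbol, and 55665 had a position in the GENCODE annotation lifted to GRCh37, the build used by the authors. Within each group, libraries were compared by chi-square over genes with at least 10 counts to look for a library deposited more than once.

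The test followed the study's stated method, limma-voom with TMM library sizes, so the quasi-likelihood test of edgeR was kept as an alternative. The study states neither the filter nor the samples in the fit. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and voom in limma 3.58.1 under R 4.3.3 was fitted to all 9 libraries with a mean per group and no block. A gene was called changed when its fold change was above 2 in either direction and its Benjamini-Hochberg adjusted p was below 0.05. Contrasts were POU5F1B vs GFP, OCT4 vs GFP and POU5F1B vs OCT4. CPM used TMM library sizes, and log2 CPM had a prior count of 2 for the principal components and a pseudocount of 0.5 CPM for single genes. Single values were compared by exact two-sided permutation tests, which cannot give a p below 0.1 for 3 libraries against 3. The pairing was checked through the correlation across genes of deviations from the group means in same-numbered libraries.

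Named genes followed a rule set before the data were examined. They were POU5F1, POU5F1B and the POU5F1 pseudogenes, then AREG, NTS, EREG, TGFBI, IGF2, IL33 and any other changed gene of the secreted-factor list, and for each contrast up to 5 changed genes in each direction with the largest log2 fold change, a symbol, a mean log2 CPM of at least 1, and all 3 replicates of a group above all 3 of the other, leaving out the POU5F1 family. The secreted-factor list was also fixed then.

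Alternatives planned before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, RLE size factors, no scaling factor, no filter beyond 1 count, at least 1 CPM in 3 samples, a mean of at least 50 counts, sample quality weights, only the 6 samples of the groups compared, the replicate block, thresholds of adjusted p alone, fold change above 1.5 or unadjusted p, a test against a 2-fold change, removal of the POU5F1 family, and leaving out each library in turn. For the correlation across genes they also included disjoint GFP libraries and Spearman's coefficient. The block in the 6-sample fits and in edgeR was added after seeing the data. A count was taken as unmoved within a factor of 1.5, and a correlation within the SD over the 3 same-numbered trios.

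Gene lists were tested with fry in limma, and trends on exonic GC content and length were removed by smoothing. Other splits of the 6 libraries of each comparison were refitted, 10 splits each. The code was tested on simulated counts drawn from the real means and library sizes with 200 genes changed by 2 on the log2 scale. The limma-voom fit recovered 200 of the 200 genes with 4 false calls among 15776 genes tested. With a simulated replicate effect of SD 0.5 on the log2 scale it recovered 125 without the block and 200 with it, among 15833 genes. Unchanged contrasts had an unadjusted p below 0.05 in 0.0884% of genes without the block and 5.06% with it. The simulations drew genes independently at a dispersion of 0.02, changed only well-expressed genes, and gave each OCT4 library the same change. In the real OCT4 libraries POU5F1 counts varied 32.8-fold. These runs therefore test the code and do not give the power in the real data. Counts on transposable elements were not analysed here, and no gene ontology terms were used here.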

Results

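The dataset consisted of 9 poly(A) RNA sequencing libraries from HT29 cells, an established human colorectal cancer line. The cells carried a doxycycline-inducible vector encoding green fluorescent protein (GFP), OCT4 or POU5F1B, and had been exposed to 1 ug/mL doxycycline for 72 hours. OCT4 is the pluripotency transcription factor encoded by POU5F1, and POU5F1B is its paralog. Each group held 3 replicates, and the GFP libraries served as the control. The design asks how the transcriptome responds to POU5F1B, and how that response compares with the response to OCT4. The values were whole-number read counts for 63677 Ensembl gene identifiers. Total counts were 20256100, 19756305 and 21872271 in GFP replicates 1 to 3, 22590657, 22712917 and 22682849 in OCT4 replicates 1 to 3, and 26038101, 22719678 and 21165887 in POU5F1B replicates 1 to 3. OCT4 totals were all above GFP totals (exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 can give). At these depths the smallest level that 3 counts could show lay between 0.116 and 0.154 CPM (read counts scaled to library size), which covers counting error only. A total of 15715 genes passed the filter on low counts and were tested.

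The genes carried by the vectors were examined first. POU5F1 (ENSG00000204531) lies on chromosome 6 from 31132114 to 31148508 on the minus strand of GRCh37, and POU5F1B (ENSG00000212993) on chromosome 8 from 128334428 to 128432311 on the plus strand, with its coding sequence from 128428112 to 128429188. POU5F1 averaged 6096 ± 6262 CPM (SD, n = 3) in OCT4 cells and 3.34 ± 2.01 CPM (SD, n = 3) in GFP cells. The OCT4 libraries were unequal, with POU5F1 counts of 332271, 10132 and 120584 in replicates 1, 2 and 3. Even the lowest was above every GFP library, where counts were 36, 115 and 50. The log2 fold change was 9.96 with a standard error (SE) of 1.13 and an adjusted p of 0.0144 in limma-voom (9.94, SE 1.25, adjusted p = 0.0128 with the replicate number as a block). POU5F1B averaged 2157 ± 1139 CPM (SD, n = 3) in POU5F1B cells and 0.418 ± 0.152 CPM (SD, n = 3) in GFP cells, with counts of 27577, 80388 and 38089 against 5, 9 and 11. Its log2 fold change was 12.17 (SE 1.69). Although no POU5F1B library came near a GFP library, the adjusted p from limma-voom on all 9 libraries was 0.365 without the block and 1 with it (log2 fold change 12.40, SE 1.75). It was 1.74e-08 (log2 fold change 12.23, SE 0.29) when only the 6 POU5F1B and GFP libraries were fitted with the block, a setting chosen after seeing the data, and the lowest among the alternatives was 8.53e-46 with DESeq2. Same-numbered libraries had a mean r of 0.726 (GFP and POU5F1B) and 0.402 (GFP and OCT4) in the check of the pairing described with the principal components. In the exact two-sided permutation test, log2 CPM of each carried gene gave p = 0.1 against GFP, the smallest possible value. In all 6 OCT4 and POU5F1B libraries the carried gene named by the label was the higher of the paralogs.

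Each paralog was also counted in cells carrying the other. POU5F1B reached 348 ± 343 CPM (SD, n = 3) in OCT4 cells (log2 fold change 8.72 over GFP, SE 1.63, adjusted p = 0.054 in limma-voom; 8.79, SE 1.73, adjusted p = 0.0451 with the replicate block). POU5F1 reached 57.5 ± 31.3 CPM (SD, n = 3) in POU5F1B cells (log2 fold change 4.11, SE 1.03, adjusted p = 1; 4.15, SE 1.17, adjusted p = 1 with the replicate block). The coding sequences are near-identical, so these cross-counts are uncertain as measures of the endogenous genes. The pairing check gave a mean r of 0.402 for GFP and OCT4 and 0.726 for GFP and POU5F1B libraries. The processed pseudogenes POU5F1P3 (chromosome 12, 8286368 to 8287445) and POU5F1P4 (chromosome 1, 155402969 to 155404053) had counts of 15724, 349 and 4429, and of 2800, 74 and 923, in OCT4 replicates 1 to 3, and at most 6 and 8 counts in any other library.

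**Figure D1:**
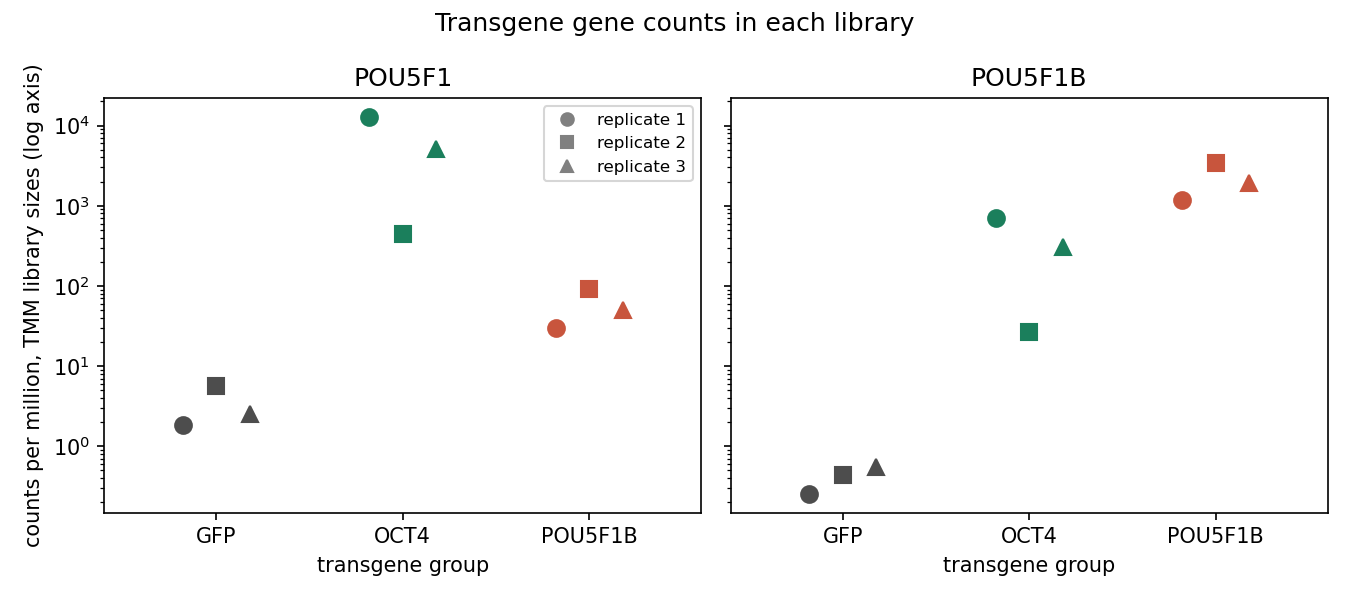
CPM (vertical log axis) of POU5F1 and POU5F1B in each of the 9 libraries, grouped by transgene (horizontal axis), with marker shape giving the replicate number. POU5F1 in OCT4 replicate 2 was 439 CPM, against 12825 and 5023 CPM in replicates 1 and 3.

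The libraries were then compared as wholes. On log2 CPM of the tested genes, the first principal component held 45.3% of the variance and placed OCT4 replicate 1 at 123.2 and OCT4 replicate 3 at 74.4, whereas OCT4 replicate 2 lay at -15.4 and the GFP and POU5F1B libraries between -42.4 and -19.9. The second component held 32.0% and separated replicate 2 of each group, at -58.4, -62.1 and -53.7 for GFP, OCT4 and POU5F1B, from the other replicates, which lay between -9.45 and 61.4. Deviations from the group mean were correlated between same-numbered libraries of different groups (mean r across genes 0.517 over 9 pairs, against -0.237 over 18 pairs with different numbers), and most so between GFP and POU5F1B (0.726 over 3 pairs). Deviations cancel out within a group, so the negative value follows from the positive one and is no separate baseline. In simulated counts with no replicate effect the r of same-numbered libraries was 0.00466. The simulation drew genes independently, so this low value follows from its design and is no baseline for real libraries, whose genes vary together. Genes are not independent replicates, so no p is given for these values. Mitochondrially encoded genes took 13.2% ± 3.67 of the counts in GFP, 9.24% ± 5.06 in OCT4 and 10.9% ± 3.99 in POU5F1B libraries (SD, n = 3 each), and no difference between groups was detectable (exact two-sided permutation p from 0.4 to 0.7, the smallest possible being 0.1). Within same-numbered pairs the share differed from GFP by -4.75, -2.05 and -5.18 percentage points in OCT4 and by -1.75, -1.37 and -3.92 in POU5F1B replicates 1 to 3, where 3 pairs cannot give an exact p below 0.25. No replicates of a group agreed within sampling noise, since chi-square per degree of freedom ranged from 50.7 to 332, and each library was counted as a separate sample.

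**Figure D2:**
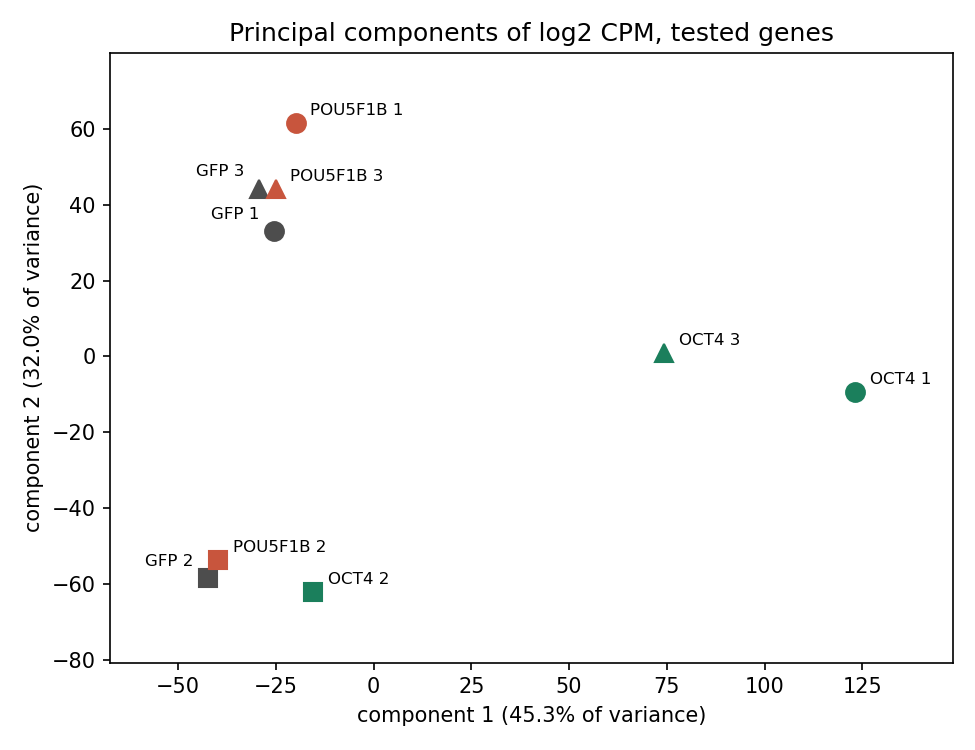
First and second principal components of log2 CPM over the 15715 tested genes for the 9 libraries, colored by group with marker shape giving the replicate number. OCT4 replicates 1 and 3 lie apart on the horizontal axis, and replicate 2 of every group lies apart on the vertical axis.

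To ask what POU5F1B changes, POU5F1B libraries were compared with GFP libraries. No gene passed a fold change of 2 with an adjusted p below 0.05 in limma-voom, and the smallest adjusted p was 0.365. POU5F1B itself had this value, so the fit did not call even the carried gene. Its lack of calls therefore does not show that no gene changed. At an unadjusted limma p below 0.05 there were 13 genes, where 786 would be given by uniform p-values. With the replicate number as a block, for which same-numbered GFP and POU5F1B libraries had a mean r of 0.726, there were likewise 0 changed genes, and 90 at the unadjusted threshold. The alternative that moved this count most without relaxing the adjustment was DESeq2, which called 2 genes, POU5F1B and POU5F1. The SD of all log2 fold changes was 0.30, against 0.89 for OCT4 vs GFP. The 6 libraries fitted alone with the block gave 750 genes at an unadjusted p below 0.05, where 742 would be given by uniform p-values, and 2 changed genes, again POU5F1B and POU5F1.

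OCT4 libraries were compared with the same GFP libraries. In limma-voom 64 genes were changed, 51 higher and 13 lower in OCT4 cells, and 2209 genes had an unadjusted p below 0.05. With the replicate block (mean r of same-numbered GFP and OCT4 libraries 0.402) 398 genes were changed, 243 higher and 155 lower, and they included all 64. The alternative that moved the count most was sample quality weights, which gave 2006 changed genes. Leaving out OCT4 replicate 2 gave 1825, whereas leaving out a GFP library gave at most 1. Among changed genes outside the POU5F1 family with a symbol, separated groups and a mean log2 CPM of at least 1, the largest increases were those of CDKN1C, POU6F1, AKAP12, HAS3 and AZGP1. CDKN1C (ENSG00000129757, chromosome 11, 2904443 to 2907005, minus strand) rose from 1.21 ± 0.247 to 28.2 ± 21.0 CPM (SD, n = 3; log2 fold change 4.29, SE 0.62, adjusted p = 0.0337; 4.37, SE 0.38, adjusted p = 0.00647 with the block). AZGP1 (ENSG00000160862, chromosome 7, 99564343 to 99573665, minus strand) rose from 32.4 ± 4.89 to 301 ± 55.3 CPM (SD, n = 3; log2 fold change 3.21, SE 0.28, adjusted p = 0.00257; 3.21, SE 0.24, adjusted p = 0.00504 with the block). POU6F1, AKAP12 and HAS3 had log2 fold changes of 4.06, 3.85 and 3.74, with adjusted p from 0.0228 to 0.0392 (4.15, 3.84 and 3.78, adjusted p from 0.00647 to 0.0196 with the block). Under the same limits the largest decreases were those of SLC3A1, AGT, GASK1B, KCNJ3 and TGFBI, with log2 fold changes of -4.49, -4.40, -3.98, -3.31 and -2.85 and adjusted p from 0.0337 to 0.0369 (-4.08, -4.25, -3.85, -3.31 and -2.75, adjusted p from 0.0114 to 0.0324 with the block). Of these 10 genes, AZGP1 lost the threshold in 1 of the 6 fits that each left out a library, and the others in 3 to 5. SLC3A1, AGT, GASK1B and TGFBI also lost it with edgeR (adjusted p from 0.0648 to 0.117). The same genes lost it with only the 6 OCT4 and GFP libraries and the block, chosen after seeing the data (0.0505 to 0.0962). KCNJ3 and the increases kept it in both. With these 6 libraries and no block, AZGP1 alone of the 10 kept it (0.0075). HAS3, SLC3A1, AGT and POU5F1 overlap the expressed genes CHTF8, PREPL, COG2 and TCF19 on the opposite strand, and the strand setting of the counting is not known, so their values are uncertain.

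The direct comparison of the paralogs gave 57 changed genes in limma-voom, 8 higher and 49 lower in POU5F1B than in OCT4 cells, and 2334 genes at an unadjusted p below 0.05. With the replicate block (mean r of same-numbered OCT4 and POU5F1B libraries 0.422) 431 genes were changed, 142 higher and 289 lower, including all 57. Of the 57 genes, 50 were also changed in OCT4 vs GFP, each with the opposite sign. Both contrasts use the same OCT4 libraries, on opposite sides. Where POU5F1B and GFP levels are close, the overlap and the opposite sign follow by construction and are no separate evidence. The limits used for OCT4 vs GFP leave out the POU5F1 family and genes with a mean log2 CPM below 1 over all 9 libraries. That mean can also drop genes expressed in a single group. Under these limits the largest differences lower in POU5F1B cells were those of POU6F1, CDKN1C, HAS3, AZGP1 and IGF2. Log2 fold changes were -4.24, -4.15, -3.62, -3.58 and -3.33, with adjusted p from 0.00104 to 0.0396. With the block they were -4.32, -4.18, -3.64, -3.57 and -3.35, with adjusted p from 0.00278 to 0.0198. Under these limits, those higher in POU5F1B cells were AGT, LNCAROD, GASK1B and TGFBI, with log2 fold changes of 4.11, 3.95, 3.76 and 2.85 and adjusted p from 0.0365 to 0.049 (3.97, 3.73, 3.59 and 2.76, adjusted p from 0.0165 to 0.0341 with the block), followed by COLGALT2 (1.97, adjusted p = 0.0105 with the block; adjusted p = 0.049 without it). With only the 6 OCT4 and POU5F1B libraries and the block, chosen after seeing the data, 1 gene was changed. It was CASP1 (adjusted p = 0.029), left out by the limits above and named after its value was seen. The higher genes kept the threshold with DESeq2 but lost it with edgeR (adjusted p from 0.0537 to 0.0805). They also lost it in 4 or 5 of the 6 fits that left out a library. The lower genes kept it with edgeR (0.00249 to 0.0205). In the fits that left out a library, AZGP1 always kept it and the others lost it in 3 to 5. With the 6 libraries and no block, AZGP1 alone of all these kept it (0.00833).

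The responses to the paralogs were set side by side. No gene was changed in both comparisons with GFP (Fisher's exact test across genes, p = 1), which follows from the absence of changed genes in POU5F1B vs GFP. With the replicate block the overlap was also 0. Of the 64 genes changed by OCT4, 36 had a log2 fold change of the same sign in POU5F1B cells. The median absolute value over the 64 genes was 0.24 in POU5F1B cells, against 3.37 in OCT4 cells. These genes were selected for a large change in OCT4 cells, so the selection itself raises the OCT4 median. The shared GFP libraries favor the same sign. Over all tested genes, without selection, the SD of the log2 fold changes was 0.30 for POU5F1B and 0.89 for OCT4. Pearson's r between the log2 fold changes was 0.196 across 15715 genes, which are not independent replicates. Both contrasts use the same GFP libraries, which raises r. With disjoint GFP libraries the mean r was -0.146, but that split sets same-numbered libraries against each other, so that effects of the replicate number enter the contrasts with opposite signs and lower r by design. It therefore does not tell the sign of the relation. With the replicate block r was 0.168, and over the same-numbered trios 1 to 3 it was 0.149, 0.357 and 0.304. The pairing check gave a mean r of 0.517 over all same-numbered pairs.

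**Figure D3:**
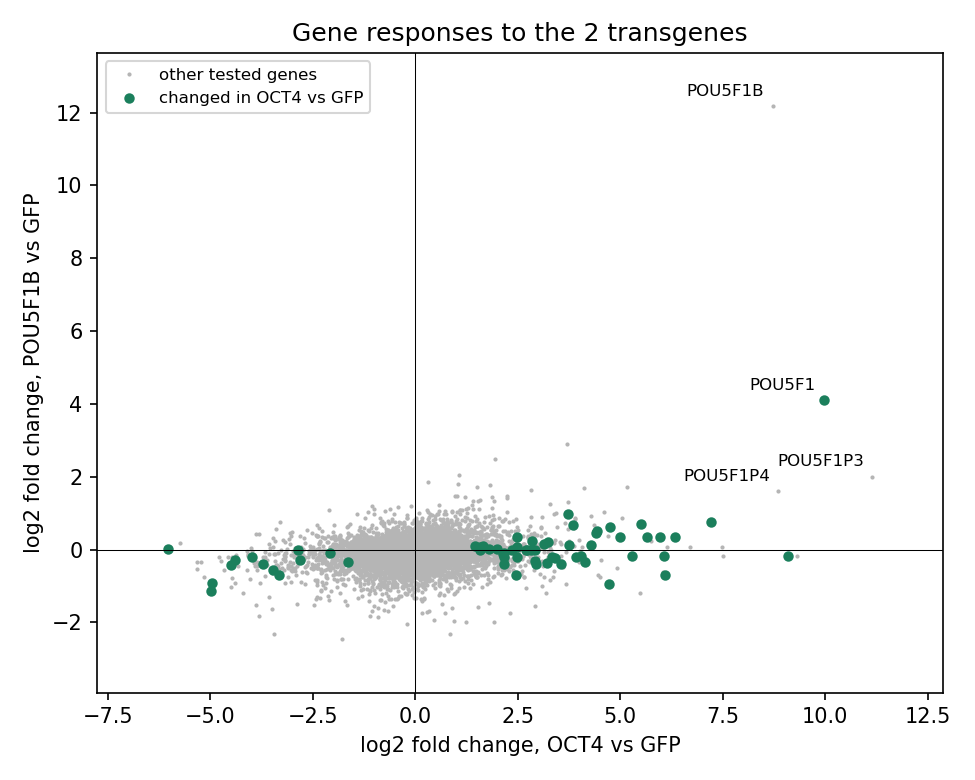
Log2 fold change against GFP in OCT4 cells (horizontal) and in POU5F1B cells (vertical) for each of the 15715 tested genes, with the 64 genes changed in OCT4 vs GFP as larger points. The median absolute value of these 64 genes was 3.37 on the horizontal axis and 0.24 on the vertical axis. The genes were selected on the horizontal axis, which raises its median.

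Secreted factors were examined in a list of 20 genes taken from the study's text before the data were examined, of which 16 passed the filter. AREG, NTS, EREG, TGFBI, IGF2 and IL33 came from its RNA-seq settings together, and the paper states that they did not stand out in every setting. The other genes encode proteins of the supernatants of SW480 and LS1034 cells. HT29 was not among the settings with enough raised genes for the paper's annotation terms. RNA in HT29 cells therefore does not test those protein results. In POU5F1B vs GFP, 0 list genes were changed, with adjustment over all genes or over the list alone, and 0 had an unadjusted limma p below 0.05. Log2 fold changes ranged from -0.41 to 1.12. AREG had the largest, at 14.8 ± 11.4 against 6.34 ± 3.89 CPM (SD, n = 3; log2 fold change 1.12, SE 0.71, adjusted p = 1; 1.12, SE 0.58, adjusted p = 1 with the replicate block), and was higher in all 3 same-numbered pairs. Leaving out a library gave AREG log2 fold changes from 0.49 to 1.82. Of the other tested list genes, JAG1, SEMA7A, TNC and TLN1 were also higher in all 3 pairs, and IGF2 was lower in all 3. EREG, TGFBI, IGF2 and IL33 had log2 fold changes of 0.19, 0.00, -0.39 and -0.06, each smaller in size than its SE without the block. The signs of TGFBI and IL33 depended on the processing, and those of EREG, TGFBI and IL33 on which libraries were used. NTS had at most 4 counts in any library and could not be compared at this depth. The replicate block gave EREG, TGFBI, IGF2 and IL33 log2 fold changes of 0.18, 0.01, -0.39 and 0.05 (SE 0.56, 0.34, 0.30 and 0.57). Among these only that of IGF2 was larger in size than its SE. The block again gave 0 changed list genes, with the mean r of 0.726 for these pairs. With only the 6 libraries and the block, a setting chosen after seeing the data, 3 list genes had an adjusted p below 0.05 over the list alone. These were JAG1 (log2 fold change 0.67, list-adjusted p = 0.000255), AREG (1.18, 0.00483) and SEMA7A (0.61, 0.0147), named after their values were seen. Their limma adjusted p over all genes were 0.0901, 0.535 and 0.783, so 0 were changed by that criterion.

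In OCT4 vs GFP, 2 list genes were changed, with adjustment over all genes or over the list alone. IGF2 (ENSG00000167244, chromosome 11, 2150342 to 2179621, minus strand) rose from 11.5 ± 3.82 to 96.2 ± 58.6 CPM (SD, n = 3; log2 fold change 2.94, SE 0.48, adjusted p = 0.0352; 2.96, SE 0.27, adjusted p = 0.00647 with the replicate block). Its span overlaps INS-IGF2 and IGF2-AS, which held 0 and 5 counts over all libraries. TGFBI (ENSG00000120708, chromosome 5, 135364677 to 135399507, plus strand) fell from 66.8 ± 5.28 to 12.0 ± 10.8 CPM (SD, n = 3; log2 fold change -2.85, SE 0.46, adjusted p = 0.0352; -2.75, SE 0.38, adjusted p = 0.0177 with the block). TGFBI lost the threshold with edgeR (adjusted p = 0.0711), with only the 6 samples (0.0882) and with the 6 samples and the block (0.0507). It also lost it in 5 of the 6 fits that each left out a library (0.0851 to 0.204). The alternatives for TGFBI ranged from 0.000128 to 0.204. IGF2 lost the threshold with only the 6 samples (0.0866) and in 4 of the 6 fits that each left out a library (0.129 to 0.215). The alternatives for IGF2 ranged from 1.42e-07 to 0.215. Neither gene passed the test against a 2-fold change. The fit with the 6 samples and the block also gave 2 changed list genes, but these were IGF2 and ADM. The block gave 3 changed list genes over all genes and 6 over the list alone, with the mean r of 0.402 for these pairs, and the gene added over all genes was ADM (adjusted p = 0.00816 with the block; log2 fold change 1.49, SE 0.61, adjusted p = 0.315 without it). AREG, EREG and IL33 had log2 fold changes of -0.99, -1.03 and -2.52 with adjusted p of 0.609, 0.447 and 0.279 (-1.21, -1.06 and -1.93, adjusted p of 0.238, 0.243 and 0.117 with the block).

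**Figure D4:**
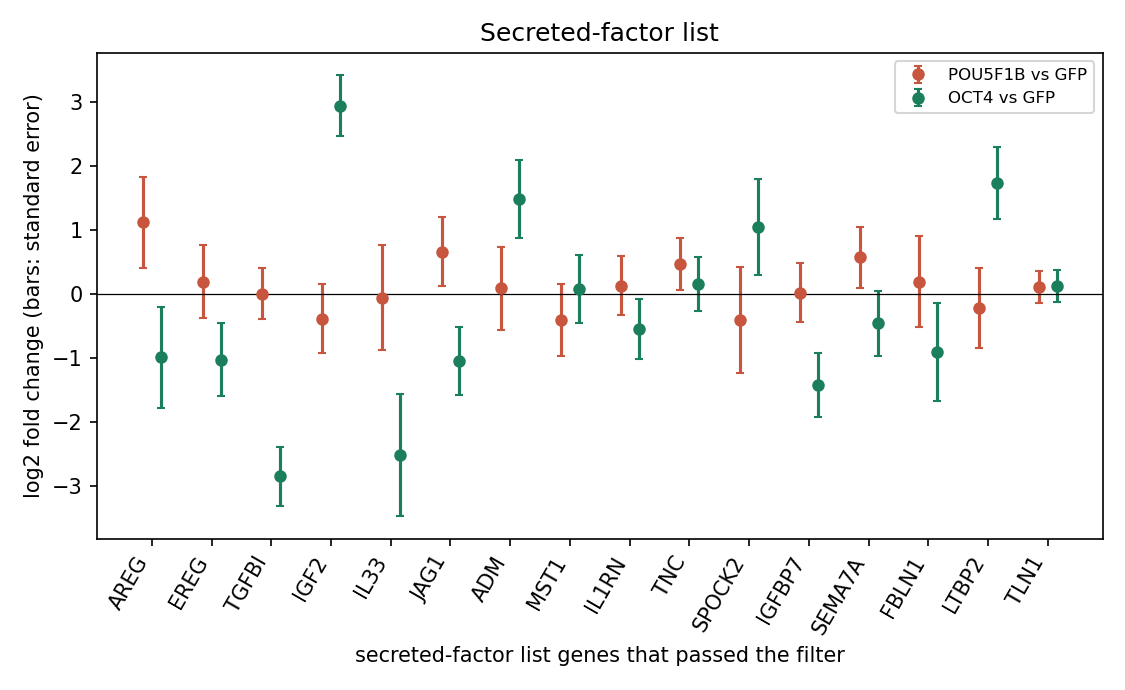
Log2 fold change against GFP (vertical axis, bars giving the standard error) of the 16 secreted-factor list genes that passed the filter, in POU5F1B and in OCT4 cells. IGF2 at 2.94 and TGFBI at -2.85 in OCT4 cells were the 2 changed genes.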

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

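The tests of this part were chosen after the counts had been seen. No fold change was given above for the pseudogenes, and their counts in the OCT4 libraries stood above those in the GFP control libraries. POU5F1P3 had up to 15724 counts in the OCT4 libraries and POU5F1P4 up to 2800, while no other library had more than 6 and 8. A technical explanation is that reads of the OCT4 transgene were counted at these copies. In that case their counts would keep a fixed ratio to POU5F1, which itself varied 32.8-fold over the OCT4 libraries. The ratio of POU5F1P3 to POU5F1 counts varied 1.37-fold and that of POU5F1P4 varied 1.15-fold, so both followed POU5F1. Shared reads may therefore account for both signals. Transcription of the pseudogenes in proportion to the OCT4 dose would give the same ratios, and the counts alone cannot separate it from shared reads.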

How the results depend on the processing

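The alternatives were fixed before the data were examined, apart from the 6-sample fits with the block and edgeR with the block, which were chosen after seeing the data. Where a result moved, the cause was not tested.

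Genes changed in POU5F1B vs GFP numbered 0 with 13 at an unadjusted p below 0.05. The count was 1 with edgeR, with sample quality weights and with only the 6 samples (POU5F1B in each), 2 with DESeq2 and with the 6 samples and the block (POU5F1B and POU5F1), and 12 with the unadjusted p and the fold limit. It was 0 in the 6 fits that each left out a GFP or POU5F1B library and with the replicate block. Without OCT4 replicate 2 at least 1 gene was changed, as the count of genes changed in both comparisons shows. POU5F1B's log2 fold change there passed the threshold at 12.31 with edgeR, 12.34 with DESeq2, 12.16 with quality weights, 12.18 with the 6 samples and 12.23 with the 6 samples and the block. POU5F1 passed it at 4.11 with DESeq2 and at 4.11 with the 6 samples and the block.

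Genes changed in OCT4 vs GFP moved from 64 to 781 with DESeq2, 152 without the filter, 32 at a mean of 50 counts, 2006 with quality weights, 6 with only the 6 samples, 398 with the replicate block, 1620 with the unadjusted p, 4 in the test against a 2-fold change, 109 with the 6 samples and the block, and 328 with edgeR and the block. Leaving out a library gave 0 to 1825, the highest without OCT4 replicate 2. For POU5F1B vs OCT4 the same settings moved 57 to 806, 178, 28, 2455, 4, 431, 1667, 3, 1 and 343, and leaving out a library gave 1 to 1905. The 4 genes of the test against a 2-fold change, named after their values were seen, were POU5F1, AZGP1, CASP1 and TUBB4A for OCT4 vs GFP, and the 3 for POU5F1B vs OCT4 were AZGP1, CASP1 and TUBB4A. No scaling factor moved the median log2 fold change to 0.14 and -0.14, with 66 higher and 13 lower calls for OCT4 vs GFP and 8 higher and 69 lower for POU5F1B vs OCT4. Quality weights gave 1063 higher and 943 lower calls for OCT4 vs GFP, and 1042 higher and 1413 lower for POU5F1B vs OCT4, where edgeR gave 1 higher and 60 lower.

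Genes changed in both comparisons moved from 0 to 1 with edgeR and quality weights, 2 with DESeq2 and with the 6 samples and the block, and 6 with the unadjusted p, and leaving out a library gave 0 to 1. Secreted-factor list genes changed in OCT4 vs GFP moved from 2 to 1 with edgeR, 4 with DESeq2, 9 with quality weights, 0 with only the 6 samples, 6 with the unadjusted p and 0 in the test against a 2-fold change, and leaving out a library gave 0 to 6. In POU5F1B vs GFP the list count with adjustment over all genes was 0 in each alternative run, with 0 genes at an unadjusted p below 0.05 in the fit of the report. At that unadjusted threshold there were 2 list genes without the filter and 1 with quality weights. There was 1 without POU5F1B replicate 2, and there were 3 with the 6 samples and the block. The correlation of 0.196 moved to -0.146 with disjoint GFP samples, a split that lowers it by design, and to 0.494 over genes changed in either contrast. Those genes were the 64 changed in OCT4 vs GFP, selected in the same data. They include POU5F1 (log2 fold changes of 9.96 and 4.11), whose counts in POU5F1B cells may be shared reads. The 0.494 is therefore no separate evidence of a shared response. Leaving out a library gave 0.0464 to 0.367.

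POU5F1 in OCT4 vs GFP had log2 fold changes of 8.95 to 11.36 when a library was left out and lost the threshold in 3 of those 6 fits. POU5F1B in OCT4 vs GFP passed the threshold at 9.68 with edgeR, 9.72 with DESeq2, 8.71 without the filter, 9.52 with quality weights, 8.79 with the replicate block, 9.15 with the 6 samples and the block and 9.45 with edgeR and the block, and at 10.08 without OCT4 replicate 2. It stayed short of the threshold in the other 5 fits that left out a library, and those 6 fits ranged from 7.75 to 10.08.

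Signs reversed for 3 named genes in POU5F1B vs GFP. TGFBI, at 0.00, was 0.00 on the other side of zero without scaling and with edgeR and the block, -0.01 at 1 CPM, -0.02 at a mean of 50 counts and -0.03 with quality weights, with -0.09 to 0.08 when a library was left out. IL33 moved from -0.06 to 0.09 with edgeR, 0.10 with DESeq2, 0.05 with the replicate block and 0.03 with the 6 samples and the block, with -0.65 to 0.31 when a library was left out. EREG ranged from -0.40 to 0.64 when a library was left out. Apart from POU5F1 and POU5F1B against GFP, given above, there were 31 single-gene results, whose 558 comparisons with an alternative gave 382 on the same side of the threshold, 153 weaker, 6 stronger and 17 of reversed sign. AZGP1 in POU5F1B vs OCT4 stayed past the threshold in each of the 6 fits that left out a library and lost it with the 6 samples and the block (adjusted p 0.0595, among alternatives from 2.41e-26 to 0.0595). NTS has no value under the filter of the report, because no library held more than 4 of its counts, so the depth does not allow a comparison.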

Other observations

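In this part, the tests of the replicate 2 pattern over all same-numbered pairs, of the 2 gene lists and of other splits were set before their results were seen, and the others afterwards.

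Few genes had a small p in POU5F1B vs GFP, 13 where uniform p-values would give 786. Leaving out the OCT4 libraries gave 36 genes, and the replicate block in all 9 libraries gave 90, so neither step was enough alone. Among alternatives without the block, sample quality weights gave 281, and no filter beyond 1 count, which tests more genes, gave 473. Leaving out a GFP or POU5F1B library gave 6 to 87, the highest without POU5F1B replicate 2. With the block in the 6 libraries the number was 750, where uniform p-values would give 742. Spread shared by same-numbered GFP and POU5F1B libraries may therefore account for the shortage once the OCT4 libraries, which follow the numbering less, are left out. In simulated data an unmodelled replicate effect also lowered the share of small p-values, to 0.0884% of genes. There the block in all 9 libraries brought the share to 5.06%. In the real counts the same step gave only 90 genes, so the simulated effect does not match the real one.

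Replicate 2 of all 3 groups deviated in the same direction (r of 0.441 for GFP and OCT4, 0.877 for GFP and POU5F1B and 0.462 for OCT4 and POU5F1B). Over all 9 same-numbered pairs the mean r was 0.517, and it was 0.511 after removal of a trend on GC content and 0.509 after removal of a trend on gene length, with an exon annotation for 97.4% of tested genes. Over the 3 replicate 2 pairs of those genes it was 0.589, and 0.596 and 0.589 after the same steps. In simulated counts with a GC effect in replicate 2, the GC step took r from 0.567 to -0.000795. That step could thus remove such an effect, and a GC trend does not account for the pattern. The length step had no such check, so its unmoved value does not by itself exclude gene length. Without the 37 mitochondrially encoded genes the mean r over all pairs was 0.518, but so few genes could hardly have lowered it. Since these genes took more of the counts in replicate 2 than in the other replicates of each group, the pattern cannot be told apart from an effect linked to them. The labels give no batch, so a shared culture or library date could be neither tested nor set aside, and no biological explanation was tested.

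OCT4 replicate 2 lay nearest to the GFP libraries. A mislabelled sample is not favored, since its POU5F1 count, divided by the library total, was 4.68-fold that of the highest GFP or POU5F1B library. Depth is not favored either, as its total was 100.3% of the mean of the other OCT4 libraries. A candidate explanation is the dose of the transgene. Across 5353 genes chosen in the replicate 1 pair, the median signed OCT4 minus GFP log2 difference was 0.09 in replicate 2 and 0.89 in replicate 3, in the order of the POU5F1 counts of 10132 and 120584. That order was already visible in the principal components, so this test could hardly have come out otherwise, and dose cannot be told apart from other differences of this library.

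Reads shared between the paralogs may account for the cross-counts. The ratio of POU5F1 to POU5F1B counts varied 1.04-fold over the POU5F1B libraries while POU5F1B varied 2.92-fold, and the ratio of POU5F1B to POU5F1 varied 1.11-fold over the OCT4 libraries while POU5F1 varied 32.8-fold. Induction of the endogenous paralog in fixed proportion would give the same ratios and was not tested.

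IFIT2, IFIT3, CASP1 and SOCS1, singled out after their values were seen, were higher in OCT4 than in GFP cells with adjusted p from 0.00249 to 0.0428 in limma, and from 0.00106 to 0.0101 with the replicate block. IFIT2 and IFIT3 had log2 fold changes of 2.16 and 2.18 (2.15 and 2.17 with the block). CASP1 and SOCS1 had 0 counts in each GFP library, so CASP1 was at least 99.5-fold and SOCS1 at least 30.3-fold higher, set against the level that 3 counts stand for. A list of other interferon-stimulated genes was tested for a general interferon response. Its 24 tested members, of 30, had a median log2 fold change of 1.32, and 24 of 24 were higher, but the adjusted p from limma's fry was 0.119 over 2 lists, and 0.123 with a median of 1.39 under the replicate block (mean r of these pairs 0.402). The list thus passed the size set in advance and failed the adjusted p, so a general interferon response remains a hypothesis that these libraries did not establish. For activation of the pluripotency gene network, the median was -1.22 over the 5 tested members of a list of 24 (adjusted p 0.119 in limma; -1.32 and 0.0684 with the replicate block). That check is void, because only 20.8% of the list could be tested.

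Other splits of the samples were fitted with the remaining group kept as it was. Of the 10 splits of 6 libraries, 4 part all 3 same-numbered pairs. For genes changed in OCT4 vs GFP, 1 of these 4 splits, the real one, gave as many as 64, and the next gave 0. For POU5F1B vs OCT4, 1 of the 4 gave as many as 57, and the next gave 0. For POU5F1B vs GFP, 4 of the 4 splits gave as many as 0 changed genes, and at an unadjusted p below 0.05 another split reached 14 genes against 13. With 4 splits a share below 0.05 is out of reach. The 6 other splits each part only 1 same-numbered pair and gave 0 changed genes in each contrast. At an unadjusted p below 0.05 they gave up to 3178 genes in POU5F1B vs GFP, 2632 in OCT4 vs GFP and 2665 in POU5F1B vs OCT4, each more than the 13, 2209 and 2334 genes of the real splits.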
